A study of Homo sapiens with 10 samples.

How the data were processed

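CUT&Tag was made in hTERT-RPE1 cells with antibodies to RNA polymerase II phosphorylated on serine 5 (6 libraries) and to H3K4me1 (4 libraries). The deposited files used here are 4 peak lists in narrowPeak layout of 10 columns, 1 per target and R number, in which the authors had merged the libraries that differ in T number. Each list was treated as 1 replicate, so each target had 2. The processing notes name BWA, SICER and deepTools without roles or versions, and the genome build hg38. Which program wrote the lists, its threshold and whether a control was used are not given in the sources used here.

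The deposited score in column 5 equalled 10 times the -log10 q of column 9, without its decimals, in at least 99.9% of the peaks of each list. The deposited ratio in column 7 was read as the fold enrichment of the peak over the background of the peak caller. The deposited -log10 q value (neg_log10_p) in column 9 was never below 1.00, and its median was 13.1 and 11.4 for H3K4me1 and 5.45 and 5.46 for Pol II. The other value given by the authors, in column 10, is the distance of the summit from the peak start. The lists hold no read counts, so depth is unknown, no total per library was computed, and intervals cover only the counting of peaks, regions or genes. Peaks on chromosomes 1 to 22 and X were analysed, and peaks on the mitochondrial genome and unplaced sequences were counted apart. Peaks elsewhere were left out.

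Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used. A region is a merged interval that holds a peak of both lists of a target. Overlap meant 1 bp or more. Regions or peaks were shifted 1000 times around their chromosome, and the share of shifts with as high an overlap gave a one-sided permutation p. Shares near gene ends were compared with 100 shifts without a test. A gene end counted as bearing a target when peaks of both lists lay within 1 kb, and a region was distal when no gene end lay within 2 kb. H3K4me1 in gene lists was taken within 5 kb. Coverage at an end base was compared with that at 2 kb to either side by exact McNemar tests. Genes of 10 kb or more were divided into 10 equal parts. Shares of genes were compared by two-sided Fisher's exact tests, adjusted by Benjamini-Hochberg within each family of 24 gene lists, with a threshold of 0.05. Intervals are 95% Wilson intervals for peaks, regions and classes of genes and exact Clopper-Pearson intervals for gene lists, unless stated otherwise. P-values below 1e-300 were set to that value.

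The targets, comparisons, tests, gene lists and rule for named genes were chosen before the data were examined. The 24 lists covered housekeeping, cytosolic ribosomal proteins, retinal pigment epithelium function, photoreceptor, eye field transcription factors, blood lineage, neuron, hepatocyte, muscle, germ cell and testis, and pluripotency. They also covered mesenchymal and matrix, epithelial junction and keratin, immediate early and AP-1, YAP and TEAD, p53 targets, cell cycle and mitosis, cholesterol synthesis, heat shock proteins, oxidative stress response, interferon response, HOX genes, replication-dependent histones and olfactory receptors. The pluripotency gene TDGF1 could not be matched to the annotation. Named from each list were up to 3 members with Pol II in both lists and the highest mean percentile of -log10 q, and up to 3 members without Pol II in either list in alphabetical order. Named over all genes were the 10 with the strongest Pol II at an end and the 10 with the most Pol II bases in the gene. The 10 with the most H3K4me1 bases within 50 kb of an end with Pol II, and the 5 strongest distal Pol II regions on H3K4me1, were named too. Examples in the text were taken from these, and some genes that the rule names are not reported here.

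The annotation used here was a table of RefSeq genes without strand, and no genome sequence was used. Transcription start sites were therefore replaced by both ends of the gene model, and the comparison of the first with the last of 10 parts of a gene by that of both outermost parts with the 2 middle parts. Promoter CpG content, CpG-matched gene lists, start sites of transcripts and the 24 motifs chosen for distal regions were left out for the same reason. Alternatives included each list alone, above-median peaks, other windows and overlaps, pairs of lists with the same R number, genes without coding neighbours within 5 kb and local shifts.

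The tests were run on simulated data. Of 400 random placements of 30981 regions, 19 were called, and a planted overlap of 20% was recovered as 20.0%. Of 2400 random gene lists, 4 were called. Lists with a planted share of 75% were called in 60% of 160 cases and those with 95% in 100%. McNemar tests called 14 of 500 sets with equal shares and 499 of 500 sets that differed by 20 points. Each of these sets held 400 simulated ends, fewer than the 8734 ends tested in the data.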

Results

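CUT&Tag peaks were compared for 2 targets in hTERT-RPE1, a human retinal pigment epithelial line immortalised with telomerase. CUT&Tag is an assay in which an antibody tethers a transposase that tags nearby DNA. The targets were RNA polymerase II phosphorylated on serine 5 of its tail, a form found early in transcription (Pol II below), and H3K4me1, a histone mark known from enhancers and the borders of promoters. The 10 libraries held 4 for H3K4me1 and 6 for Pol II. The authors merged them into 4 peak lists, 2 per target: each H3K4me1 list joined 2 libraries and each Pol II list 3. Here list 1 and list 2 of a target carry the labels R1 and R2. The labels do not spell out R and T, and the origin of the replicates is not given in the sources used here, so every p-value measures spread between these lists or genome positions alone. No read counts were used, so the depth of each library is unknown.

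H3K4me1 was called at many more and wider places than Pol II. On chromosomes 1 to 22 and X, H3K4me1 had 123666 peaks in list 1 and 124465 in list 2, and Pol II had 49351 and 47180. The median H3K4me1 peak spanned 764 bp in list 1 and 699 bp in list 2, against 333 and 459 bp for Pol II. H3K4me1 peaks covered 3.56% and 3.27% of the 3030 Mb span of these chromosomes, and Pol II peaks covered 0.647% and 0.856%. The median deposited fold enrichment per peak was 4.78 and 4.89 for H3K4me1 and 5.13 and 4.47 for Pol II. The highest fold was 18.1 for H3K4me1 and 42.9 for Pol II. The Pol II maximum lay on chromosome 17 (22521207 to 22521666), 728 bp from the mitochondrial pseudogene MTCYBP13.

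The first comparison asked how far the 2 lists of a target held the same places. H3K4me1 recurred more often: 86.2% of the peaks of list 1 (95% Wilson interval 86.0 to 86.4, n = 123666) overlapped a peak of list 2, and 87.2% (87.0 to 87.3, n = 124465) the reverse. For Pol II the shares were 66.1% (65.7 to 66.5, n = 49351) and 65.8% (65.4 to 66.3, n = 47180). Lists shifted along their chromosomes overlapped in 6.90% and 6.89% of H3K4me1 peaks and in 1.58% and 1.64% of Pol II peaks. All 4 one-sided permutation p-values were 0.001, the smallest that 1000 shifts can give. The weakest quartile of Pol II peaks by deposited -log10 q recurred in 30.2% and 25.6% of cases, and the strongest quartile in 96.8% and 98.7%. Places holding a peak of both lists numbered 104482 for H3K4me1 and 30981 for Pol II, and these are called regions here.

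Pol II regions lay mostly on H3K4me1, away from gene ends as well as near them. Of 30981 Pol II regions, 27180 (87.7%, interval 87.4 to 88.1) overlapped an H3K4me1 region, against 6.35% of shifted regions, a 13.8-fold excess. More Pol II regions were distal than not: 63.0% had no end of any annotated gene within 2 kb, though such regions can lie inside genes. Of 19504 distal regions, 17393 (89.2%, interval 88.7 to 89.6) overlapped H3K4me1, 14.6 times the shifted share. From the other side, 25.8% of H3K4me1 regions and 21.8% of distal ones held Pol II. Both one-sided permutation p-values for Pol II were 0.001, the smallest that the shifts can give. The excess moved to 7.67-fold for all and 7.85-fold for distal regions when shifts stayed within 20 to 200 kb, and to 20.9-fold and 23.4-fold with above-median peaks.

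The distal Pol II regions on H3K4me1 were ranked by the mean percentile of their deposited -log10 q, and the first 5 included an interval inside SGMS2, which encodes a sphingomyelin synthase, on chromosome 4 (107895931 to 107896779, hg38). Its deposited Pol II fold was 24.5 in list 1 and 18.6 in list 2, with an H3K4me1 fold of 9.08 and 10.5. A second lay 135 kb from CREB1, a cAMP-responsive transcription factor, on chromosome 2 (207394440 to 207395710), with a Pol II fold of 19.4 and 14.7. Another, inside MYOF, whose product acts in membrane repair, stood on chromosome 10 (93458658 to 93459543) with 9.10 and 7.62. One 4.46 kb from ERCC1, a DNA excision repair gene, on chromosome 19 (45455476 to 45456538) had 9.83 and 6.56. First by that percentile, though not by fold, was a region on chromosome 1 (16904611 to 16905571), 8.99 kb from CROCC, which encodes a protein of the ciliary rootlet. It also lay 8948 bp from the U1 small nuclear RNA gene RNU1-2, and its Pol II fold was 17.2 and 15.1.

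Whether distal Pol II carried H3K4me1 more often than Pol II near gene ends depended on the lists. With both lists of each target, H3K4me1 overlapped 89.2% of distal regions and 85.3% of the 11477 regions within 2 kb of a gene end, a difference of 3.90 points (two-sided Fisher's exact p = 1.46e-23). The direction turned when a single Pol II list was set against H3K4me1 of both lists. The difference was -1.06 points without Pol II list 1 (Fisher's exact p = 0.0111) and -0.124 without list 2 (p = 0.769). In pairs of single lists it went both ways. With H3K4me1 list 1 it was -1.81 points for Pol II list 1 (Fisher's exact p = 5.53e-06) and -3.05 for Pol II list 2 (p = 5.92e-14). With H3K4me1 list 2 it was 1.70 points for Pol II list 1 (Fisher's exact p = 2.72e-05) and 0.285 for Pol II list 2 (p = 0.496). It rose to 15.9 points with above-median peaks and to 7.98 when H3K4me1 had to cover 50% of the Pol II region.

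Gene positions came from an annotation used here without strand, so each gene was represented by both ends of its model. Peaks within 1 kb of an end of any of 59098 genes made up 25.5% (interval 25.1 to 25.9) and 27.4% (27.0 to 27.8) of the Pol II lists. For H3K4me1 the shares were 20.1% (19.9 to 20.4) and 19.1% (18.9 to 19.3). The shifted shares were 7.59% and 8.10% for Pol II and 8.66% and 8.38% for H3K4me1. The mean difference was 6.83 points, against a combined SD of 1.52 points between lists, and both Pol II lists lay above both H3K4me1 lists. The two-sided exact permutation p was 0.333, the smallest that 2 lists against 2 allow. With above-median peaks the difference was 10.5 points.

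Most genes with Pol II at an end also had H3K4me1 at an end. Of 19974 protein-coding genes, 7866 (39.4%) had Pol II peaks of both lists within 1 kb of an end, and 12754 (63.9%) had H3K4me1. Both targets were at 7438 genes, Pol II alone at 428, H3K4me1 alone at 5316, and neither at 6792. H3K4me1 was at 94.6% (Wilson interval 94.04 to 95.04) of genes with Pol II and at 43.9% of the others, an odds ratio of 22.2 (two-sided Fisher's exact p at or below 1e-300, the smallest value kept). Genes with Pol II alone numbered 660 without list 1 of each target and 272 without list 2. With above-median peaks they numbered 1361, genes with both 4039, genes with H3K4me1 7633 and genes with neither 10980. The share of Pol II genes with H3K4me1 was then 74.8% and the odds ratio 9.07.

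H3K4me1 has been described on the flanks of active promoters, and the next comparison asked where its peaks lay around ends with Pol II. They lay on the end itself. At 8734 ends of protein-coding genes with Pol II, the end base was in H3K4me1 peaks of both lists in 60.7% of cases. The base 2 kb outside the gene was covered in 4.67% and the base 2 kb inside in 6.19%. At 27649 ends without Pol II in either list, the shares were 6.76%, 4.30% and 4.11%. The end base alone was covered at 5151 ends and the outside base alone at 258, a difference of 56.0 points. Against the inside base the counts were 5063 and 303, a difference of 54.5 points. Both two-sided exact McNemar p-values were at or below 1e-300, the smallest value kept. Coverage was highest 100 bp outside the end, at 78.8% for H3K4me1 list 1 and 71.4% for list 2.

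**Figure D1:**
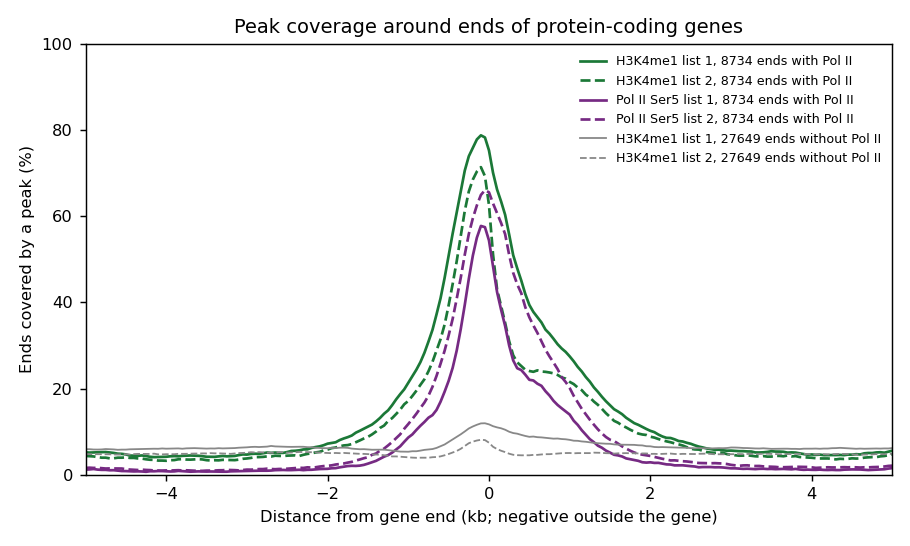
Share of protein-coding gene ends covered by a peak (percent) against distance from the end (kb, negative outside the gene), for each list at 8734 ends with Pol II and for H3K4me1 at 27649 ends without it. H3K4me1 peaked at 78.8% and 71.4%, 100 bp outside ends with Pol II.

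Along long genes, Pol II regions were called at the edges more often than in the middle. For 14316 protein-coding genes of 10 kb or more, each gene model was divided into 10 equal parts, and 42.8% of genes had Pol II of both lists in an outermost part and 16.1% in the 2 middle parts. The outermost parts alone held Pol II in 4669 genes and the middle parts alone in 834, a difference of 26.8 points (two-sided exact McNemar p at or below 1e-300, the smallest value kept). Pol II stood within 1 kb of 1 end in 5625 of these genes, of both ends in 522 and of neither in 8169. Thus 91.5% of the genes with Pol II at an end had it at a single end.

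The genes with the most Pol II-covered bases were long, from 259716 to 863318 bp. DLC1, a GTPase-activating protein gene (chromosome 8, 13083361 to 13604620), had 18062 bases in Pol II peaks of both lists. RAD51B, of recombinational repair (chromosome 14, 67819779 to 68683096), had 12937. EXT1, of heparan sulfate synthesis, had 12633, and DDAH1, which encodes an enzyme that breaks down methylated arginine, had 12613. Cytoskeletal genes followed, with 12234 bases in MACF1, 12073 in DST and 11020 in PALLD, the palladin gene. MAML2, a Notch coactivator, had 10844, the potassium channel gene KCNMA1 10316 and MYLK, for myosin light chain kinase, 10062. Of these 10 genes, MYLK alone had Pol II within 1 kb of an outer end in both lists.

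Pol II peaks at protein-coding gene ends were ranked by the mean percentile of their deposited -log10 q, an order that differs from that of the folds. The first was at TOMM40, which encodes the import channel of the outer mitochondrial membrane (chromosome 19, 44891254 to 44903689). Its deposited fold was 18.6 in list 1 and 13.9 in list 2. Histone genes came next by this percentile. H2AC11 and H2BC11 (chromosome 6) shared a peak with a fold of 13.8 and 9.62, and H2AC6 and H2BC4 shared one with 9.09 and 6.76. ELL, a Pol II elongation factor gene, had 18.5 and 13.9, and FARP2, a guanine nucleotide exchange factor gene, had 15.7 and 12.4 with 0 Pol II bases inside the gene. SYNC, which encodes an intermediate filament protein, had 10.4 and 9.05. WDR74, of ribosome biogenesis, had 11.6 and 9.55, with the summit 65 bp from the U2 gene RNU2-2 and 125 bp from its own end. LOC124905351, placed by the annotation within 20 kb of the tip of chromosome 3 (2689 to 11139), had 22.99 and 20.7. It was alone among these 10 genes in having no H3K4me1 within 5 kb. No genome sequence was used, so whether this gene lies there was not checked, and the peak may not belong to it.

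Gene lists fixed before the data were examined were then compared with all other protein-coding genes, 39.4% of which had Pol II. The share with Pol II was higher in 8 of 24 lists, lower in 6 and not called in 10. Genes for cytosolic ribosomal proteins led, with Pol II at 19 of 20 (95%, adjusted exact p = 5.00e-06). RPL4 had a deposited fold of 8.13 and 6.24 and RPS6 had 8.63 and 5.98. Housekeeping genes had Pol II at 12 of 16 (75%, adjusted exact p = 0.00937). EEF1A1, a translation elongation factor gene, had 5.38 and 4.04, and B2M had 6.14 and 5.82 with its summit 48 bp from PATL2. GUSB had no Pol II peak at an end in either list. All list tests were two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 24 lists, and genes are not independent replicates.

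Histone, cell cycle and sterol genes were among those called higher. Replication-dependent histones had Pol II at 21 of 24 (87.5%, adjusted exact p = 1.23e-05), and their neighbouring members shared peaks. Cell cycle and mitosis genes had it at 15 of 18 (83.3%, adjusted exact p = 0.00118). TOP2A, the mitotic topoisomerase gene, had a fold of 8.80 and 6.07, CDC6, a replication licensing gene, 8.23 and 5.16, and AURKB, an Aurora kinase gene, 5.33 and 5.25. CCNE1 and MKI67 had no Pol II peak at an end in either list, though MKI67 held 722 Pol II bases inside. Cholesterol synthesis genes had Pol II at 13 of 18 (72.2%, adjusted exact p = 0.0119). The lanosterol synthase gene LSS had 8.31 and 5.70, and INSIG1, a brake on sterol synthesis, 6.03 and 5.68 with its summit 1370 bp from its end and 268 bp from that of a divergent transcript. FDFT1 had no peak at an end but 895 Pol II bases inside the gene.

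Heat shock, immediate early and p53 target genes were called higher as well. Heat shock protein genes had Pol II at 13 of 14 (92.9%, adjusted exact p = 0.000290). HSPD1 and HSPE1, mitochondrial chaperone genes that face each other, shared a peak with a fold of 12.4 and 9.38, and HSPA1B had 10.3 and 7.37. Immediate early and AP-1 genes had Pol II at 14 of 18 (77.8%, adjusted exact p = 0.00315). JUN had 6.57 and 3.82, FOS 3.41 and 3.59 and EGR1 2.93 and 2.88, while ATF3, EGR2 and EGR3 had no peak at an end. Inside the gene, ATF3 held 1499 Pol II bases and EGR2 284. The p53 targets had Pol II at 15 of 20 (75%, adjusted exact p = 0.00469). TP53I3 had 10.5 and 9.70, the damage recognition gene XPC 8.88 and 5.53 and PLK3 5.16 and 3.29, while AEN, BBC3 and FAS had no peak at an end but held 527, 623 and 1197 Pol II bases inside. The PLK3 summit lay 1432 bp from its end and 71 bp from that of a neighbour, with 0 Pol II bases inside PLK3, and the XPC summit 1174 and 293 bp.

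Lists of blood, muscle, pluripotency, HOX, olfactory and germ cell genes were lower for Pol II. None of 16 blood genes (adjusted exact p = 0.00130), 16 muscle genes (0.00130), 11 pluripotency genes (0.00937), 30 HOX genes (5.00e-06) or 20 olfactory receptors (0.000392) had Pol II of both lists at an end. The leukocyte gene PTPRC, named after its values were seen, had a peak of 1 list at an end and 869 Pol II bases inside. Genes without a peak at an end included the monocyte gene CD14, the muscle genes ACTA1 and DES (150 Pol II bases inside), the pluripotency genes DPPA2 and DPPA4, and HOXA10. The germ cell and testis list had it at 1 of 16 (6.25%, adjusted exact p = 0.0137). That gene was TDRD1, of the piRNA pathway, with a fold of 6.70 and 5.07, but the summit lay 65 bp from the end of a neighbouring gene and 589 bp from its own, with 0 Pol II bases inside TDRD1, while DAZL and DDX4 had no peak at an end. Neuron and hepatocyte genes had Pol II at 2 of 16 each (12.5%, adjusted exact p = 0.0561 for both) and were not called. SNAP25, a synaptic vesicle fusion gene, had a fold of 12.7 and 10.5, SYT1 6.33 and 5.81, and the urea cycle gene CPS1 7.97 and 5.27. The CPS1 summit lay 943 bp from its end and 842 bp from that of a neighbour, with 0 Pol II bases inside CPS1. The transferrin gene TF had 5.56 and 3.81, while ALB and APOA1 had no peak at an end. The TF summit lay 433 bp from its end and 490 bp from that of its neighbour TOPBP1, with 248 Pol II bases inside TF.

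Eye lists did not differ from other genes past the threshold. Genes of retinal pigment epithelium function had Pol II at 6 of 20 (30%, exact interval 11.9 to 54.3, adjusted exact p = 0.495). The retinol dehydrogenase genes RDH5 and RDH10 had a fold of 4.94 and 3.07 and of 7.03 and 5.17, and STRA6, the receptor for retinol-binding protein, 6.54 and 5.86. The RDH10 summit lay 737 bp from its end and 601 bp from that of a neighbour. DCT, of melanin synthesis, KCNJ13 and LRAT had no peak at an end. Photoreceptor genes had Pol II at 3 of 16 (18.8%, adjusted exact p = 0.142). NRL, a rod transcription factor gene, had 7.75 and 6.61 with the summit 104 bp from DCAF11, ROM1 4.78 and 4.09 and the blue opsin gene OPN1SW 4.91 and 3.57. The ROM1 summit lay 405 bp from its own end and 77 bp from that of a neighbour, and OPN1SW held 0 Pol II bases inside the gene. ABCA4, ARR3 and CNGB1 had no peak at an end, though ABCA4 held 858 Pol II bases inside and CNGB1 464. Eye field transcription factors had Pol II at 3 of 14 (21.4%, adjusted exact p = 0.285), with SIX3 at 4.66 and 4.18 (summit 185 bp from its end and 9 bp from that of an antisense gene), MEIS2 at 4.75 and 5.26 and SOX9 at 5.92 and 3.51.

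Mesenchymal, epithelial and signalling lists were not called either. Mesenchymal and matrix genes had Pol II at 12 of 20 (60%, adjusted exact p = 0.0911), with VIM at 3.74 and 2.35 (summit 1036 bp from its end and 708 bp from that of an antisense gene) and SPARC at 5.93 and 4.97, while CALD1, COL1A2 and COL3A1 had no peak at an end. Inside the gene, CALD1 held 3663 Pol II bases and COL1A2 358. Epithelial junction and keratin genes had it at 3 of 16 (18.8%, adjusted exact p = 0.142). KRT8 and KRT18 shared a peak with a fold of 5.82 and 3.81, CLDN7 had 4.01 and 3.16 with its summit 570 bp from its end and 533 bp from that of a neighbour, and CDH1 (858 Pol II bases inside), CLDN3 and CLDN4 had no peak at an end. YAP and TEAD genes had it at 11 of 17 (64.7%, adjusted exact p = 0.0632), with the matricellular genes CCN1 at 3.26 and 3.19 and CCN2 at 3.60 and 3.65, and ANKRD1 at 4.40 and 2.76. Oxidative stress genes had it at 9 of 14 (64.3%, adjusted exact p = 0.122), with NQO1 at 9.71 and 8.92 and GCLC at 8.43 and 8.71. Interferon response genes had it at 10 of 18 (55.6%, adjusted exact p = 0.247), with IFIT3 at 9.18 and 6.98 and IRF1 at 6.08 and 4.48, while IFI44, MX1 and MX2 had no peak at an end.

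Several Pol II calls depended on the genes and peaks used. Among genes with no end of another protein-coding gene within 5 kb, where fewer members were tested, 5 of the 14 called lists remained called: ribosomal proteins, immediate early, p53 targets, cell cycle and heat shock. In that set each of the 6 lower lists had 0 members with Pol II, of 8 to 12 tested. The 3 higher lists that lost their call there stayed above other genes by 41.7 points (housekeeping), 37.0 (cholesterol) and 70.3 (histones). With above-median peaks the germ cell and pluripotency calls ended, with Pol II still at 1 of 16 and 0 of 11 members and at 27.1% of other genes. YAP and TEAD genes passed the threshold as higher, and neuron genes as lower, with either Pol II list alone. Without list 1, photoreceptor, hepatocyte and epithelial genes also passed as lower and oxidative stress genes as higher. YAP and TEAD genes also passed as higher with above-median peaks, with a 2 kb window and with Pol II anywhere in the gene, as did mesenchymal genes in these 3 settings. With Pol II anywhere in the gene, neuron and hepatocyte genes passed as lower.

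H3K4me1 was compared in the same lists with a wider window. Peaks of both lists lay within 5 kb of an end of 15715 protein-coding genes (78.7%), and 2 lists were called higher, 4 lower and 18 not. No olfactory receptor of 20 had H3K4me1 (adjusted exact p = 8.75e-13). Muscle genes had it at 6 of 16 and germ cell genes at 6 of 16 (37.5%, adjusted exact p = 0.00342 for both), and HOX genes at 16 of 30 (53.3%, adjusted exact p = 0.0148). The muscle call ended with above-median peaks (adjusted exact p = 0.137, range over the alternatives 0.000409 to 0.734). The HOX call rested on list 2: without it, 25 of 30 HOX genes had H3K4me1, 1.76 points above other genes (adjusted exact p = 1, range over the alternatives 2.64e-05 to 1). Ribosomal protein genes and p53 targets had H3K4me1 at 20 of 20 each (adjusted exact p = 0.0499), and neither call was kept with a single list, although both lists stayed at 20 of 20 while the share of other genes rose from 78.7% to 79.7% or 81.6%. Their adjusted exact p was 0.0867 without list 1 and 0.144 without list 2. Over all alternatives it ran from 0.0867 to 0.347 for ribosomal protein genes and from 0.0352 to 0.144 for p53 targets.

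The other 18 lists did not pass for H3K4me1. It was at 18 of 20 genes of retinal pigment epithelium function, 12 of 16 photoreceptor genes, 12 of 14 eye field factors and 19 of 20 mesenchymal genes. Epithelial genes had it at 15 of 16, housekeeping genes at 15 of 16, YAP and TEAD genes at 16 of 17 and histones at 21 of 24. All 18 immediate early genes, 18 cell cycle genes, 14 heat shock genes and 14 oxidative stress genes had it, as did 17 of 18 cholesterol and 17 of 18 interferon genes. Blood genes had it at 9 of 16 (adjusted exact p = 0.117), neuron and hepatocyte genes at 10 of 16 each and pluripotency genes at 5 of 11 (adjusted exact p = 0.0532). With above-median peaks 2 lists passed as higher and 3 calls ended, those of ribosomal protein, p53 target and muscle genes. The 2 were cell cycle genes (16 of 18, adjusted exact p = 0.0243) and oxidative stress genes (13 of 14, adjusted exact p = 0.0256). With a window of 1 kb, as used for Pol II, 7 lists were called higher and 7 lower, 14 in all as for Pol II. Among genes with no coding neighbour within 5 kb, 0 lists were called higher and 1, the olfactory receptors, lower. There the difference from other genes was -7.49 points for muscle genes, -42.8 for germ cell genes, -36.7 for HOX genes, and 30.03 for ribosomal protein genes and 30.04 for p53 targets.

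**Figure D2:**
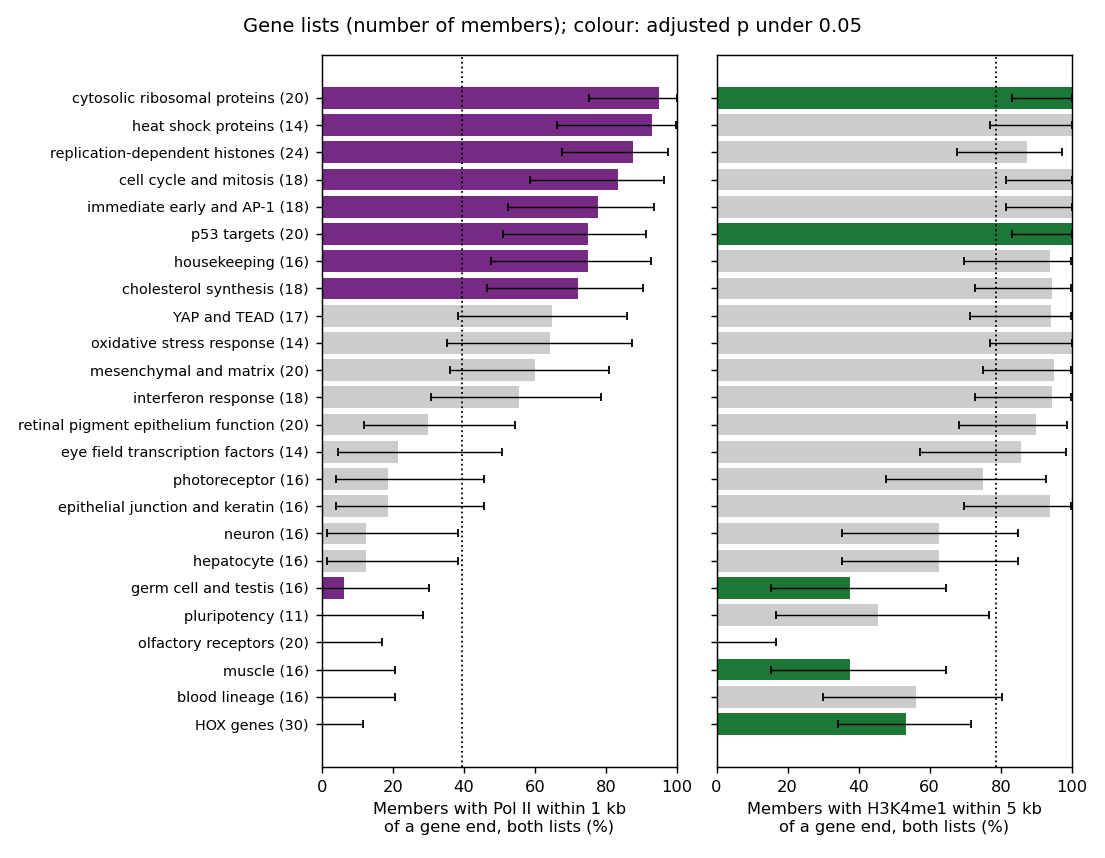
Share of each list's members (percent, members in brackets) with Pol II within 1 kb or H3K4me1 within 5 kb of a gene end in both lists, with exact 95% intervals as error bars. Dotted lines mark all protein-coding genes (39.4% and 78.7%), coloured bars are called lists, and the lists at 0 for Pol II and the olfactory receptors for H3K4me1 were called lower.

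Genes with Pol II at an end were also ranked by the H3K4me1 around it. TGM2, a protein-crosslinking transglutaminase gene (chromosome 20, 38127385 to 38168475), had 17963 bases in H3K4me1 peaks of both lists within 50 kb of its end. MICAL2, an actin-oxidising enzyme gene (chromosome 11), had 17898, and the annexin gene ANXA13 (chromosome 8) had 17282. TMCC2 had 16683 and VXN 16623. The other 5 of the first 10 lay on chromosome 10. These were ITPRIP with 16001 bases, PLAU, the urokinase gene, with 15979, and PLPP4, a phospholipid phosphatase gene, with 15972. TSPAN14, a tetraspanin gene, had 15626 and PPP1R3C, a glycogen-targeting phosphatase subunit gene, 15570.

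The last comparison asked how peaks spread over chromosomes, since hTERT-RPE1 is known to carry an extra copy of part of the long arm of chromosome 10. Among chromosomes 1 to 22, H3K4me1 was densest on chromosome 17, with 58.5 and 56.7 peaks per Mb, and Pol II on chromosome 19, with 28.7 and 30.2. Per Mb of chromosome span, Pol II was sparsest on chromosome 13, with 9.58 and 8.85, and H3K4me1 on chromosome 21, with 27.1 and 26.8. No genome sequence was used, so stretches without assembled bases were not subtracted from the span. These lowest ranks may therefore come from gaps in the assembly. Chromosome 10 had 47.6 and 48.2 H3K4me1 peaks and 19.96 and 19.06 Pol II peaks per Mb, with 5.49 protein-coding genes per Mb. No test was made for these densities.

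**Figure D3:**
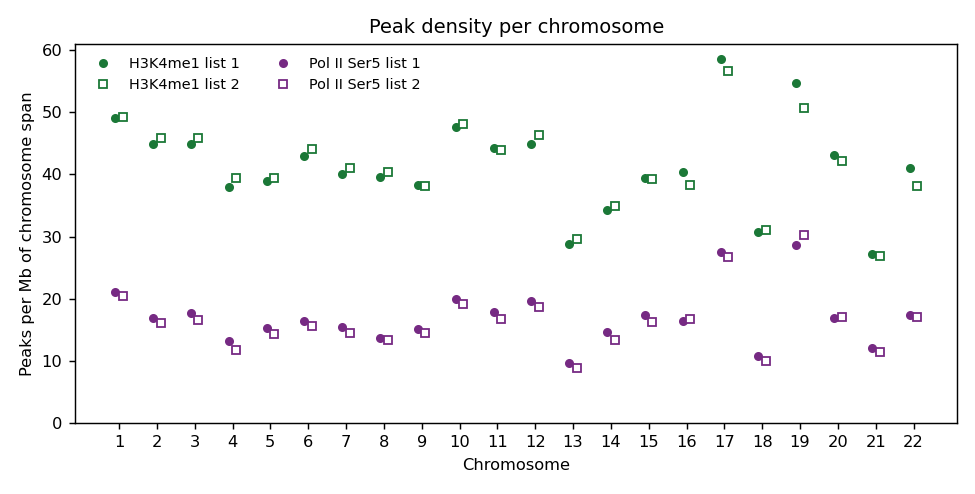
Peaks per Mb of chromosome span for each list on chromosomes 1 to 22 (filled circles, list 1; open squares, list 2). H3K4me1 was densest on chromosome 17 (58.5 and 56.7) and Pol II on chromosome 19 (28.7 and 30.2).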

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

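For the patterns below, the tests of a filter on repeats and of contrasts on other chromosomes were chosen only after the result was seen. The pattern of H3K4me1 on gene ends was itself found before its tests were made, and H3K4me1 coverage around Pol II summits had been seen before the summit test. No control library was used here.

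Peaks on unplaced sequences and on the mitochondrial genome, outside the comparisons reported above, exceeded the 3 counts that a count of 0 allows. On unplaced sequences there were 237 and 248 peaks in H3K4me1 lists 1 and 2 and 128 and 195 in Pol II lists 1 and 2. On the mitochondrial genome there were 6 and 5 for H3K4me1 and 11 and 6 for Pol II. All peaks off chromosomes 1 to 22 and X numbered 246 and 255 for H3K4me1 and 166 and 240 for Pol II. Some therefore lay elsewhere, more of them in the Pol II lists, and those were not examined.

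H3K4me1 peaks covered the ends of genes with Pol II instead of the flanks beside them. Wide peaks that bridge the flanks stay open: peaks of 500 bp or less covered the end base 2.16 times as often as the better covered base 1 kb away (95% bootstrap interval 1.69 to 2.84), but they covered 2.004% of ends against 0.927%, few of the 60.7% covered by any peak. Weakly used ends as the sole source were argued against, since coverage was 9.90 points higher in the strongest of 5 equal groups of ends by Pol II (60.8%) than in the weakest (50.9%), although it fell from 65.6% in the group just below the strongest. Tagging of open chromatin in both assays stays a candidate explanation: the median distance between Pol II and nearest H3K4me1 summits at shared peaks was 77 bp for R1 and 81 bp for R2, against 254 and 237 bp for uniform placement within the H3K4me1 peak. At gene ends alone the median distance was 93 bp for R1 and 99 bp for R2, and at distal peaks 71 and 73 bp. Marked nucleosomes at the end itself stay open, and without a control antibody no biological explanation was tested.

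Strong Pol II peaks lay at chromosome tips: 8 of the 20 strongest Pol II regions and 14 of the strongest 100 were within 20 kb of a chromosome end. Among them was the region that the annotation places at LOC124905351. Another 6 of the 20 lacked H3K4me1 away from tips, such as those on chromosome 3 (93470362 to 93470810, fold 33.7 and 25.8) and chromosome 17 (22521207 to 22521666, 42.9 and 34.4). The latter lay 728 bp from the mitochondrial pseudogene MTCYBP13. Another, on chromosome 1 (633418 to 634595, fold 7.84 and 6.04), lay 266 bp from the mitochondrial pseudogene MTATP8P1. No test covered these 6 regions. Repeat reads common to every library could not be decided as the whole source. Of 22 tip regions, 0% overlapped an H3K4me1 region (exact upper bound 15.4%), against 87.8% elsewhere. Such overlaps would also be missing after a filter on repeats in the H3K4me1 lists alone, which could not be decided either. Those lists held at least 1.27 times as many peaks on unplaced sequences as the Pol II lists. They were also longer, with 123912 and 124720 peaks in all against 49517 and 47420, so relative to length they held fewer. At tips the H3K4me1 lists held 9 and 9 peaks against 28 and 28. Binding of the antibody or transposase to repeats in the Pol II libraries alone stays open, and no biological explanation was tested.

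Chromosome 10 held 21 of the 100 genes with the most H3K4me1 around an end with Pol II, and 294 of the 7766 others (3.79%), a count that includes the 5 of the first 10 that drew attention to it, and neighbouring genes share windows. A higher gene density was argued against, since the median number of gene ends within 50 kb of an end with Pol II was 7 on chromosome 10 and 8 on the others, with 15 of 22 chromosomes above it. An extra copy of the long arm could not be decided: the median was 1.57 times higher beyond the longest gap without peaks (6902 bases) than before it (4399), as an added copy could give. This ratio was the highest among chromosomes 1 to 22 that gave one, but chromosome 6 differed by 1.90 times the other way (7204 against 3789 bases), and the gap (52865206 to 54797532) is not the centromere, so the part beyond it is not the whole long arm.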

How the results depend on the processing

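Genes without coding neighbours, local shifts, Pol II anywhere in the gene, H3K4me1 within 1 kb, single lists for peaks near ends, and named genes with above-median peaks were chosen after seeing the data. Of 139 alternatives for 25 results, 114 kept the direction and call or, untested, stayed near the value, 21 moved and 4 reversed. Of 264 for 48 results of single gene lists, 212 kept their call, 24 weakened, 27 strengthened and 1 reversed. Lists that stayed uncalled were counted as kept even where the sign of their difference turned. For H3K4me1 the photoreceptor difference, -3.68 points in the main comparison, ranged from -20.1 to 30.03. For Pol II the eye field difference, -17.97 points, ranged from -25.9 to 0.288. Pol II regions on H3K4me1 kept their excess in every alternative run, with shares from 75.2% to 89.4% and folds from 7.67 to 22.4. The distal minus gene-end difference ranged from -1.06 to 4.47 points without single lists, and averaged -0.763 in the replicate block and -0.674 with crossed R numbers, where single pairs went both ways; the cause was not tested. With above-median peaks the Pol II excess near ends was 10.5 points, and genes with H3K4me1 numbered 7633, with both 4039, with Pol II alone 1361 and with neither 10980, fewer peaks being used. Without replicate 1 or 2, genes with Pol II alone ranged from 272 to 660 and the share of Pol II genes with H3K4me1 from 93.0% to 96.9%. That share was 74.8% with above-median peaks, 92.6% within 500 bp and 96.4% within 2 kb. Lists lower for Pol II ranged from 7 to 10 without replicate 1 or 2, and lists higher for H3K4me1 were 0 in both. Among genes without coding neighbours, where fewer members were tested, 5 lists were higher and 0 lower for Pol II, and 0 higher and 1 lower for H3K4me1. With H3K4me1 within 1 kb, 7 lists were higher and 7 lower. The HOX difference for H3K4me1 ranged from -23.1 to 1.76 points without replicate 1 or 2, and the cause was not tested. Of 70 named genes with Pol II at an end in both lists, 62 kept it with above-median peaks. Deviations of equal R numbers across 100 kb bins correlated at -0.297, so both pairings were run. CpG content, CpG-matched lists, transcript start sites and motifs were not run. Depth is unknown, so a gene without a peak was below the peak caller's limit and not shown to lack the target.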

Other observations

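The tests and counts on small RNA genes in this part were chosen after the values were seen.

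Small nuclear RNA genes, whose products build the spliceosome, carried some of the strongest Pol II peaks. Pol II of both lists lay within 1 kb of an end of 53 of 154 annotated small nuclear RNA genes (34.4%, Wilson interval 27.4 to 42.2). Away from protein-coding gene ends the share was 29.9%, against 7.38% of long noncoding RNA genes. The U1 genes RNU1-1, RNU1-2, RNU1-3 and RNU1-4 on chromosome 1 had a deposited fold of 10.8 to 11.8 in list 1 and 10.7 to 12.6 in list 2. RNU5A-1, a U5 gene, had 15.8 and 12.3, and RNU4ATAC, of the minor spliceosome, 14.5 and 10.998. All of these carried H3K4me1 in both lists. The U2 gene RNU2-1 on chromosome 17, with 11.2 and 7.36, had no H3K4me1 peak in either list, and neither had SNORD3A, a U3 gene of ribosomal RNA processing, with 13.0 and 10.8. U2 and U1 genes lie in near-identical copies, so reads of these genes cannot be assigned to 1 copy with certainty.

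Of the 100 strongest Pol II regions, 24 lay at small nuclear or small nucleolar RNA genes and 5 at histone genes, and 65 overlapped H3K4me1. Transfer RNA genes, which RNA polymerase III transcribes, had Pol II within 1 kb at 134 of 443 (30.2%, Wilson interval 26.2 to 34.7) and H3K4me1 at 262 (59.1%). Away from protein-coding gene ends, 20.4% of transfer RNA genes had Pol II. Pseudogenes annotated as transcribed had it at 210 of 1246 (16.9%) and those of the plain pseudogene class at 400 of 15212 (2.63%). No test was made between these classes.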
